# ß-amylase1 mutant *Arabidopsis* plants show improved drought tolerance due to reduced starch breakdown in guard cells

**DOI:** 10.1093/jxb/erv323

**Published:** 2015-07-02

**Authors:** Christian Maximilian Prasch, Kirsten Verena Ott, Hubert Bauer, Peter Ache, Rainer Hedrich, Uwe Sonnewald

**Keywords:** *Arabidopsis*, β-amylases, drought, guard cells, starch.

## Abstract

In plants, drought stress is a major growth limiting factor causing cell water loss through open stomata. In this study, guard cell-specific transcripts from drought-stressed *Arabidopsis* plants were analysed and a down-regulation of β-amylase 1 (BAM1) was found. In previous studies, BAM1 was shown to be involved in stomatal starch degradation under ambient conditions. Impaired starch breakdown of *bam1* mutant plants was accompanied by decreased stomatal opening. Here, it is shown that drought tolerance of *bam1* mutant plants is improved as compared with wild-type controls. Microarray analysis of stomata-specific transcripts from *bam1* mutant plants revealed a significant down-regulation of genes encoding aquaporins, auxin- and ethylene-responsive factors, and cell-wall modifying enzymes. This expression pattern suggests that reduced water uptake and limited cell wall extension are associated with the closed state of stomata of *bam1* mutant plants. Together these data suggest that regulation of stomata-specific starch turnover is important for adapting stomata opening to environmental needs and its breeding manipulation may result in drought tolerant crop plants.

## Highlight

*bam1* mutant plants impaired in stomatal starch degradation showed an improved drought tolerance associated with a down-regulation of guard cell-specific gene expression involved in water uptake and cell expansion.

## Introduction

Water availability is the most limiting factor for plant growth. To avoid yield losses, irrigation is common practice in agriculture in dry areas worldwide. This leads to a massive water consummation of agriculture—globally, agriculture is responsible for more than 70% of freshwater withdrawal (FAO, 2014). This level can hardly be maintained and cannot be increased in the future. Considering expected climate changes as well as an increased food demand to feed a growing world population, this sets a new challenge for breeding. Crop plants performing well under sub-optimal environmental conditions and on marginal lands are urgently needed. Thus improving irrigation systems and breeding for crop plants with better drought tolerance will be essential to secure food production in the future. Understanding of regulatory networks coordinating stomatal transpiration and soil water use efficiency (WUE) will be one strategy. Soil water is taken in by the root system and lost from the plant body via stomata, when open, to allow CO_2_ intake. During photosynthesis atmospheric CO_2_ is converted to organic carbon molecules mainly in mesophyll cells. To optimize water loss and CO_2_ gain, cross talk exists between guard cell ion transport and metabolism on the one hand and mesophyll photosynthesis on the other hand (Raschke and Hedrich, 1985; Hedrich, 2012; Lawson and Blatt, 2014). Stomata conductance is regulated by turgor changes of guard cells. Increased turgor pressure results in stomatal opening, while turgor reduction results in stomatal closure. One major regulator of stomatal closure is the water stress hormone abscisic acid (ABA; Christmann *et al.*, 2006). Under drought stress conditions, a tripartite complex composed of ABA, its receptor PYL/PYR/RCAR and ABA Insensitive (ABI1) is formed, which inhibits the negative regulators of ABA signalling (Raghavendra *et al.*, 2010). This allows phosphorylation and activation of downstream targets. One target is sucrose non-fermenting 1-related subfamily 2 protein kinase (SnRK2), which is able to regulate S-type anion channels such as SLAC1 (slow anion channel-associated 1; Geiger *et al.*, 2009; Roelfsema *et al.*, 2012 for review). SLAC1 activation results in an anion efflux and a depolarization of the plasma membrane activating the gated outward rectifying K^+^ channel GORK, which leads to an enhanced potassium efflux and stomatal closure (Hedrich, 2012). While the role of ion transport in stomatal movements is widely accepted, the potential role and regulation of guard cell sugar metabolism in this process is still under debate (Lawson *et al.*, 2009). Besides the uptake and release of potassium salts, the interconversion of starch and malate builds the osmotic motor that drives stomata movement (Outlaw and Manchester, 1979; Schnabl, 1980; Hedrich, 2012). Malate is gluconeogenically converted into starch, which also supports stomatal closure. One of the first steps during guard cell opening is the conversion of starch to the disaccharide maltose (reviewed in Daszkowska-Golec and Szarejko, 2013). In plants this reaction is catalysed by β-amylases (BAMs; Weise *et al.*, 2005). In *Arabidopsis* nine β-amylase-like proteins are known; four of them are targeted to chloroplasts (Lao *et al.*, 1999; Sparla *et al.*, 2006; Fulton *et al.*, 2008). Several studies in different plant species indicated that BAMs exhibit a complex regulation, in which the expression and activity of BAMs is mainly influenced by sugars (Mita *et al.*, 1995; Maeo *et al.*, 2001), phytohormones (Wang *et al.*, 1996), and different abiotic stress factors—particularly light (Datta *et al.*, 1999; Tepperman *et al.*, 2001), cold (Kaplan and Guy, 2004; Kaplan and Guy, 2005; Maruyama *et al.*, 2009; Sicher, 2011), salt (Dreier *et al.*, 1995; Datta *et al.*, 1999), osmotic (Dreier *et al.*, 1995; Valerio *et al.*, 2011), and heat stress (Dreier *et al.*, 1995; Kaplan and Guy, 2004; Monroe *et al.*, 2014). Interestingly, *bam1* knockout mutant plants show increased amounts of starch in illuminated guard cells, resulting in reduced stomata opening (Valerio *et al.*, 2011). Apart from maltose, glucose represents another important product of starch breakdown, regulating stomatal movements. Antunes *et al.* (2012) demonstrated guard cell-specific sucrose hydrolysis to be involved in regulation of stomatal conductance. By guard cell-specific down-regulation of sucrose synthase 3 in transgenic potato plants the authors could show a reduced stomatal conductance while WUE increased with decreasing sucrolytic activity. Increasing the sucrose hydrolytic activity by stomata-specific expression of yeast invertase led to the opposite effect. This study clearly demonstrates an important role of sucrose utilization in regulation of stomatal conductance. How this regulation is exerted remains elusive. Beside sugar metabolism, also sugar sensing seems to be involved. This hypothesis has been supported by the observation that overexpression of hexokinase in guard cells promotes stomatal closure (Kelly *et al.*, 2013). Although it is not intuitive why reduced sucrose utilization and increased hexokinase activity would both lead to stomatal closure, the results clearly demonstrate the importance of sugar metabolism/sensing in regulation of stomata conductance.

To investigate molecular and metabolic processes involved in the coordination of stomata conductance under drought stress, guard cell-specific transcript networks were determined by microarray analysis and compared with whole leaf transcript profiles. The results indicate a shift in sucrose utilization in favour of guard cells and increased expression of genes involved in starch synthesis, while starch degradation appeared to be down-regulated. In particular, BAM1 was strongly down-regulated. To functionally validate the role of BAM1 down-regulation during drought, growth performance of *bam1* mutant plants under drought stress was monitored.

*Bam1* mutant plants showed a significant increase in drought tolerance associated with a strong down-regulation of genes involved in water uptake and cell expansion. These results indicate that starch turnover is important in regulating stomata aperture and that inhibiting BAM1-mediated starch breakdown in guard cells can lead to improved plant performance under drought stress.

## Materials and methods

### Plants and growth conditions

In this work *Arabidopsis thaliana* (*Arabidopsis*) wild-type plants (ecotype Columbia) were used as well as a T-DNA insertion line *bam1*, a homozygous line without any gene expression of BAM 1 (shown by Fulton *et al.*, 2008); for these experiments data were confirmed, see Supplementary Figure S1 at *JXB* online). Microarray analysis revealed a raw value reduction from 3441 in leaves of Col-0 plants to 148 in leaves of *bam1* mutant plants. The same reduction can be found in guard cells, given by a reduction from 9303 in guard cells of Col-0 to 297 in guard cells of *bam1* plants (see Supplementary Table S1 at *JXB* online). After 2 d overnight 4 °C treatment for stratification, plants were grown on soil under short-day conditions (8h light, 16h dark), 60% humidity, and 22 °C (day) or 18 °C (night). Fourteen days later young seedlings were further cultivated in single plant pots containing 160g soil and plants were watered with defined volumes of water as described by Prasch and Sonnewald (2013). Controlled plant cultivation was achieved by a temperature regime following the light/dark cycle with 22 °C/18 °C and a diurnal rhythm of 12h of light at approximately 80 µmol m^−2^ s^−2^ and exactly 60% humidity at day and night provided by a plant climate chamber (Plant-Master PGR 3045, CLF Plant Climatics GmbH, Germany). 

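Besides drought, guard cells of Col-0 and bam1 plants were profiled after a heat treatment, which the paper's text does not describe. The plants were 5 weeks old, control plants grew at 22 °C (day) or 18 °C (night), and heat-stressed plants were kept at 32 °C (day) or 28 °C (night) for 3 d. RNA from guard cell preparations was hybridized in 1 colour to 8 Agilent Arabidopsis arrays, 2 for each of the 4 groups Col-0 control, Col-0 heat, bam1 control and bam1 heat. Replicate 1 of every group lay on 1 slide and replicate 2 of every group on another. The authors deposited the scanner output of each array, in which the intensity of every spot is already corrected for background but not normalized between arrays. Between 61.2% and 70.8% of the 43603 probes were well above background on an array, and the number of arrays limits the precision of every comparison. The log2 intensities were quantile-normalized, as the methods state for the paper's arrays, and the 29617 probes that were well above background on both arrays of at least 1 group were tested with limma. A feature was called differentially expressed at an adjusted P below 0.05 (Benjamini-Hochberg) and a change of more than 2-fold.

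The transcript targeted in the mutant, BAM1 (AT3G23920), is read by 1 probe, which was well above background on all 8 arrays. Its background-corrected signal was 3531 and 2090 on the Col-0 control arrays and 4297 and 4699 on the Col-0 heat arrays. On the bam1 control arrays it was 108 and 76.2, and on the bam1 heat arrays 155 and 210. After normalization BAM1 stood at log2 values of 11.82 and 11.19 (SD 0.45, n = 2) in Col-0 control and 6.81 and 6.87 (SD 0.04, n = 2) in bam1 control. Under heat the values were 11.72 and 12.22 (SD 0.36, n = 2) in Col-0 and 6.83 and 7.68 (SD 0.60, n = 2) in bam1. Every bam1 array lay below every Col-0 array, with a mean difference of -4.69 in log2 (two-sided exact permutation test, P = 0.0286, the smallest that 4 arrays against 4 allow). That test takes the arrays as exchangeable across conditions and slides. Swapping the genotypes only within the 4 pairs of arrays that share a slide and a condition, an exact permutation test chosen afterwards, gives a two-sided P of 0.125, the smallest that 4 pairs allow, with BAM1 lower in bam1 in 4 of 4 pairs. Within limma's fit over all features, the difference was -4.66 under control conditions (standard error 0.35, adjusted P = 0.0882) and -4.72 under heat (standard error 0.35, adjusted P = 0.134), so that neither passed the threshold after adjustment. Normexp background correction moved these differences most, to -3.74 (adjusted P = 0.0116) and -3.94 (adjusted P = 0.00762) in limma, and over all 21 limma settings the adjusted P ranged from 0.0116 to 0.402 and from 0.00762 to 0.62. In Col-0, BAM1 changed by 0.47 in log2 from control to heat (standard error 0.35, adjusted P = 0.337 in limma).

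**Figure D1:**
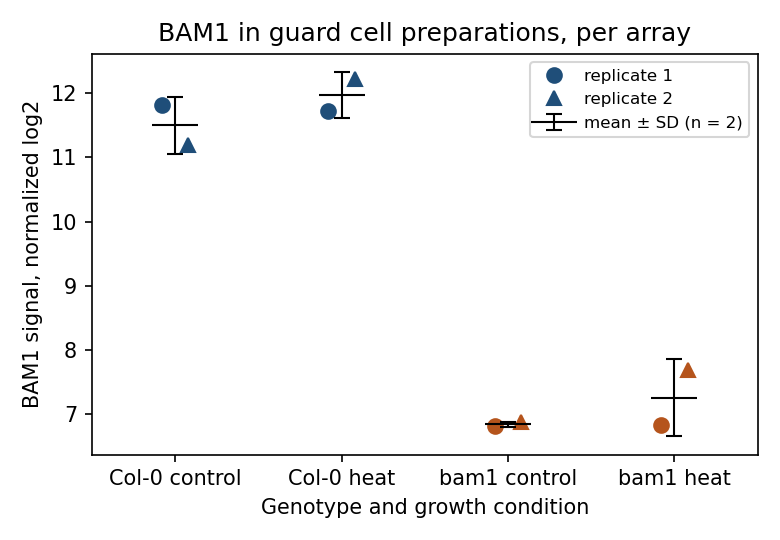
BAM1 signal on each of the 8 arrays as a normalized log2 value, by genotype and growth condition. Circles are replicate 1, triangles are replicate 2, and the bars give the mean and SD of the 2 arrays. The Col-0 arrays lie between 11.19 and 12.22 and the bam1 arrays between 6.81 and 7.68.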

Each stress treatment was performed in independent plant cultivations. The drought stress experiment was repeated four times, showing an increase in fresh weight of at least 14%. Therefore 5–6 week old plants were exposed to mild drought stress for 5 d. Harvest of plant material was realized at the end of the light period. After determining the fresh weight of each plant, stomata-specific RNA was prepared.

### Application of mild drought

Mild drought stress was applied according to Prasch and Sonnewald (2013). In brief, a Decagon Devices sensor allowed controlling water amounts of each plant pot containing 160g soil. The correlation curve, showing weight over field capacity, was used to define the area for control and drought stress conditions. The upper limit was given at a soil moisture content of 100%, whereas the lowest value was given by drying the soil overnight. Values in between were determined by adding 10ml each. Control plants were watered daily according to 55% of the correlation curve with a deviation of 10%. Mild drought stress was given by 30% with a deviation of 10%, achieved by withholding water. If necessary, plants were watered with low amounts of water. Reduced water potential of *Arabidopsis* plants under these conditions has already been shown (Prasch and Sonnewald, 2013). Humidity was kept at 60% and water supply was guaranteed for control plants.

### Sampling, stomata-specific RNA extraction

After plants had been treated with different stresses, the fresh weight was measured of each plant 6–10h after the beginning of the light period. In parallel, 20 plants of each condition and each genotype were dried at 80 °C for 3 d for determination of plant dry weight. The stomata extraction procedure was performed as described by Bauer *et al.* (2013). In brief, *Arabidopsis* leaves of Col-0 plants and *bam1* mutant plants were harvested and major veins were removed. Together with ice-cold deionized water and crushed ice, the remaining leaf material of five to six plants for each replicate was placed into a blender. Epidermal peels were isolated within 8min by successive blender cycles of 1–2min each. After two rounds of blending, the suspension was added to a 210 µm nylon mesh. Epidermal factions were collected from the mesh and further processed for RNA isolation. The reliability of the method was tested by neutral red staining of viable cells and qPCR analysis of guard cell and vascular tissue marker mRNAs (Bauer *et al.*, 2013). After sampling, material was immediately frozen in liquid nitrogen. In addition, leaf material was stored at −80 °C for further analysis. Stomatal RNA was isolated using the RNeasy Plant Mini Kit (www.quiagen.com) according to the manufacturer’s protocol. Two to three biological replicates were used for microarray hybridization.

### PCR analysis

Total RNA was extracted as described by Logemann *et al.* (1987) for cDNA synthesis. From 1.25 μg of total RNA, cDNA was synthesized according to Biemelt *et al.* (2004). The following oligonucleotides were used for RT-PCR: BAM1 forward primer, 5′-AGAACGTATAGAGAAGGAGGGATTG-3′; BAM1 reverse primer, 5′-CCGTCTCTGAACCTTGTGTTGTAGTA-3′; Ubiquitin was used as internal control—UBQ forward primer 5′-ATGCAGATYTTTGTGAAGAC-3′; UBQ reverse primer 5′-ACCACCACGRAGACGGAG-3′. Genomic DNA was extracted as described (Edwards *et al.*, 1991). The following oligonucleotides were used for PCR on genomic DNA: SALK_039895_BAM1_RP, 5′-CGCTTAATTTATCGCATCAGC-3′; T-DNA-Primer_LB, 5′-ATTTTGCCGATTTCGGAAC-3′.

### Microarray hybridization

For transcript profiling, RNA was purified using RNeasy Mini Spin Columns (Qiagen) following the manufacturer’s protocol. Quality and quantity was measured with an Agilent RNA 6000 Nano Chip on an Agilent 2100 BioAnalyzer (version B.02.03 BSI307) following by Agilent RNA 6000 Nano Assay Protocol2. Sample labelling and preparation for microarray hybridization were performed as described in the one-colour microarray-based gene expression analysis protocol—provided by Agilent—including the one-colour RNA spike-in kit (Agilent Technologies). Cy3-labelled samples were fragmented and loaded on the array (Agilent Arabidopsis V4 – Design number 21169), hybridized overnight (17h/65 °C), and washed. Slides were scanned on the Agilent Microarray Scanner with extended dynamic range at high resolution.

### Data extraction and analysis

The feature extraction software (Version 11.7.1; Agilent Technologies) generated text files for further data analysis. Those text files were imported into GeneSpring GX 12.6.1 (Silicon Genetics). For each experiment replicates of stressed plants were compared with their respective controls. Microarray data were log_2_-transformed followed by normalization to Quantil and corrected to the median of its value across the data set. After applying a One-way ANOVA (*P*≤0.05, variance assumed as equal) test, Volcano plot analysis identified statistically significant (*P*≤0.05; equal variances assumed), more than two-fold differentially expressed genes between two conditions. Two to three replicates were analysed for each genotype. Functional assignment was performed based on annotations given by MAPMAN bins (http://mapman.gabipd.org/web/guest/mapman). Therefore the percentage of significantly regulated *features* from a specific functional group was presented compared with the percentage of *features* from that specific group to the entire chip. To make stringent the structure of categories, the category ‘gluconeogenesis’ was assigned to ‘minor carbohydrates’, and the category ‘biodegradation of Xenobiotics’ to the category ‘not assigned’. Arrays have been deposited under the accession number GSE59321 in the National Center for Biotechnology Information Gene Expression Omnibus database.

### Analysis of starch content

Starch content of leaves was determined according to Stitt *et al.* (1989). To analyse the size of starch granules in stomata of Col-0 and *bam1* plants, starch content was visualized by iodine staining. Two hours after light induction, leaf samples of 6-week old plants were decolorized with hot 80% (v/v) ethanol at 80 °C for 20min and stained with LUGOL solution (2% iodine and 10% KI). Subcellular localization of starch grains was observed using a Leica DMR- microscope (Bensheim) and the corresponding software SPOT ADVANCED^TM^. More than 80 stomata of wild-type and the *bam1* mutant were randomly selected from different plants. According to Valerio *et al.* (2011) the amount of starch per guard cell was calculated as the total pixel area of the dark brown circles isolated in each cell using Photoshop CS5.

### Stomatal aperture measurement

For stomatal measurements, wild-type and the *bam1* mutant plants were grown in parallel under ambient and stress conditions. Two hours after light induction the stomata on the abaxial side of *Arabidopsis* leaves were fixed using nail polish and imprints were immediately analysed using a Leica DMR light microscope (Bensheim). The software SPOT ADVANCED^TM^ allowed the calculation of both length and width of randomly selected stomata on the digital images. Stomatal apertures were calculated as the ratio between the width and length of the pore (more than 80 stomata were analysed for each genotype and each condition).

## Results and discussion

### Identification of stomata-specific transcripts of drought-stressed *Arabidopsis* plants

Despite the large number of studies investigating short-term responses of guard cells to water loss, relatively little is known about adaptation mechanisms to long-term drought stress. To gain deeper insight into the molecular responses controlling stomatal aperture, stomata-specific and whole leaf transcription profiles of *Arabidopsis thaliana* Col-0 plants, kept for 5 d under moderate drought stress conditions (as described in Prasch and Sonnewald, 2013), were analysed. Guard cell preparation and RNA isolation was done as described in Bauer *et al.* (2013). RNA from guard cells and whole leaves was subsequently hybridized to whole-genome Agilent microarrays and analysed for significantly, differentially expressed genes. After conducting an ANOVA-Test (22995 significant *feature*s), comparative analysis identified 1076 more than two-fold differentially expressed *features* enriched in guard cells and 1668 differentially expressed *features* in leaves of drought-stressed plants compared with control plants kept under ambient and well watered conditions. Gene lists can be found in Supplementary Table S1 (available at *JXB* online). Differentially expressed transcripts were subdivided into up- and down-regulated ones and classified according to MAPMAN categories (mapman.gabipd.org/web/guest/mapmanstore; Thimm *et al.*, 2004; Fig. 1; for detail see Supplementary Table S2 at *JXB* online). Among the up-regulated mRNA pool, transcripts involved in carbon metabolism were most affected both in leaf and stomata-specific fractions. Furthermore, the categories metal handling, secondary metabolism, hormone metabolism, and miscellaneous were enriched in drought-stressed leaves and to a lesser extent in stomata, too. Minor carbohydrates and amino acids were only represented in leaves. By contrast, *features* such as microRNA, stress, lipid metabolism, and oxidative pentose phosphate pathway (OPP) were up-regulated in stomata-specific samples. Among the down-regulated transcripts those associated with cell wall, nucleotide metabolism, and cell were strongly enriched in whole leaf samples, whereas major carbohydrates, OPP, N-metabolism, secondary metabolism, redox-regulation, and signalling were mainly down-regulated in stomata-specific samples. Furthermore, genes encoding transport proteins were down-regulated in both samples. In this context, ion channels were not significantly altered under long-term drought stress conditions (see Supplementary Figure S2 at *JXB* online).

**Fig. 1.**
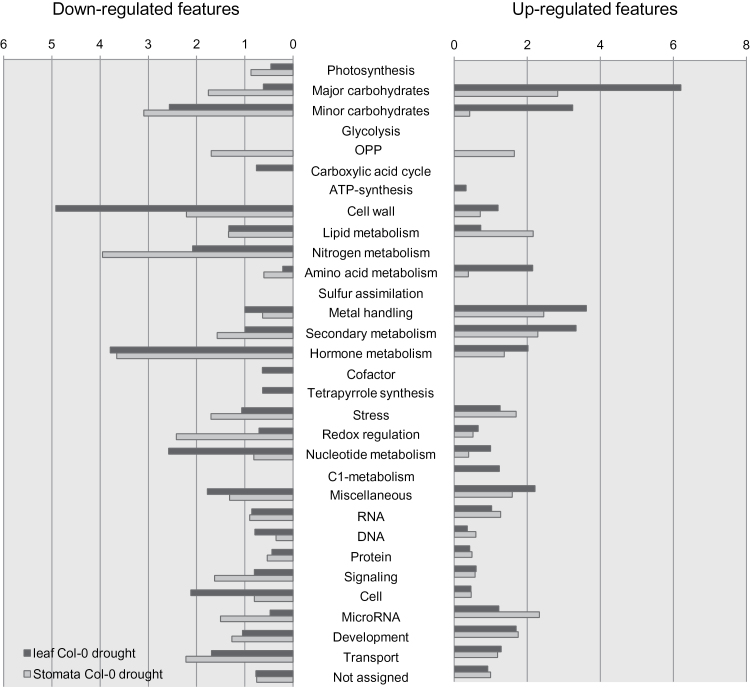
Functional assignment of up- and down-regulated stomata-specific *features* regulated by water stress in Col-0 plants. After 27-d-growth under control conditions, *Arabidopsis* Col-0 plants were exposed to mild drought stress for 5 d (see materials and methods). Subsequent microarray analysis identified 1668 *features* to be differentially regulated under drought stress in leaves and 1076 *features* to be differentially regulated under drought stress in stomata in comparison with plants under control conditions. Those were divided into up- (674 genes in leaf and 542 in stomata) and down- (994 genes in leaf and 534 in stomata) regulated groups and grouped according to a classification of *features* based on bins provided by MAPMAN. Bars illustrate the percentage of significantly regulated *features* from a specific functional group relative to the percentage of *features* from that specific group to the entire chip. Black bars represent transcripts of drought-stressed leaves in Col-0; grey bars show stomata-specific transcripts of drought-stressed Col-0 plants. (A colour version of this figure is available at *JXB* online.)

Given that ABA is key in activating drought resistance responses (Finkelstein and Gibson, 2002; Yamaguchi-Shinozaki and Shinozaki, 2006; Nakashima *et al.*, 2009), the functional category ‘hormone’ was analysed in more detail. Leaves of drought-stressed Col-0 plants showed a marked increase of the subcategory ABA as >40% of the differentially up-regulated *features* corresponded to ABA associated genes (Supplementary Table S3). For guard cells, it has recently been reported that ABA synthesis can occur in a cell-autonomous manner to induce stomata closure (Bauer *et al.*, 2013). Under drought stress, 25% of the up-regulated hormone genes could be linked to ABA indicating increased levels of ABA in guard cells. Glucosidase 1 (BG1), an enzyme that cleaves stored ABA glucosides and provides active ABA upon stress (Lee *et al.*, 2006), showed increased transcript levels in drought-induced guard cells (Supplementary Table S3). These transcriptional changes suggest that under this condition ABA might be released form the vacuolar store and potentially activates SNF1-related protein kinase 2 (SnRK2). In support of this hypothesis, most of the published SnRK2 target genes (Mizoguchi *et al.*, 2010) in guard cells were found to be up-regulated under water limiting conditions (Supplementary Table S4).

### Genes involved in guard cell starch metabolism respond to drought stress

The significant enrichment of the category ‘major carbohydrates’ points to the involvement of sugars and starch in the regulation of stomatal aperture (Antunes *et al.*, 2012). Therefore, processes associated with assimilate allocation were analysed in more detail. A reduced expression of sucrose transporter 2 (SUT2) and cell-wall bound invertase 1 (cw-Inv1; see Fig. 2A and all data in Supplementary Table S5 available at *JXB* online) in leaf samples, but up-regulation of sucrose-proton symporter 2 (SUC2), hexokinase 2 (HXK2), and cw-Inv3 in the guard cell fraction was observed. Moreover, enhanced expression of glucose-6-phosphate/phosphate translocator 2 (GPT2) could be found. Since glucose-6-phosphate is the preferred substrate for starch synthesis in guard cells (Overlach *et al.*, 1993) this suggests a redirection of metabolites in favour of starch synthesis. This assumption is furthermore supported by increased transcript levels of ADP-glucose pyrophosphorylase 3 (APL3) and starch branching enzyme 2 (SBE2) in guard cells. These transcriptional data are paralleled by the observed increase in stomatal starch in drought-stressed Col-0 plants as compared with the control condition (see Fig. 2B). Altogether, these observations suggest an improved conversion of soluble sugars to starch, which would lead to a reduced osmotic potential, water efflux and hence stomata closure under drought stress conditions.

**Fig. 2.**
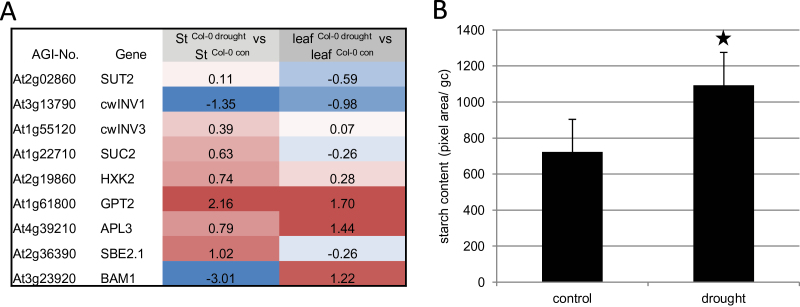
Selection of carbohydrate-associated genes significantly regulated, and starch content of guard cells under control and drought stress conditions. (A) Transcriptional changes of genes associated with carbohydrate fluxes determined by microarray analysis either in leaves or in guard cells of drought-stressed *Arabidopsis* plants. Drought-induced expression levels were compared with the expression levels under control conditions. Log_2_ values are given as fold change compared with control plants. The colours saturate at 1.3-fold change. St, stomata. Red represents an increase and blue represents a decrease in transcript levels. See also Supplementary Table S4 available at *JXB* online. (B) Via digital image processing starch content was quantified as the total pixel area of starch accumulations visible in chloroplasts of single guard cells in Col-0 plants under control and drought stress conditions. Values are means of more than 75 guard cells. Statistically significant differences were determined using a two-tailed *t* test assuming a normal distribution and are indicated by asterisks (*P*, 0.05). (A colour version of this figure is available at *JXB* online.)

Although some genes involved in starch degradation were marginally up-regulated (Supplementary Table S5), out of the nine genes encoding β-amylases and β-amylase-like proteins a strong down-regulation for BAM1 (eight-fold) and BAM5 (seven-fold) could be observed, suggesting inhibition of amylolytic starch degradation under drought stress in guard cells. To the best of the authors’ knowledge no data exist describing a potential role of BAM1 in drought stress. Based on microarray experiments, BAM1 is the predominate β-amylase expressed in guard cells (Supplementary Table S6). Furthermore, BAM1 is known to be involved in the chloroplastic starch degradation and release of maltose (Sparla *et al.*, 2006). Valerio *et al.* (2011) have shown that *Arabidopsis* mutants lacking BAM1 contained more starch in guard cells and stomata were more tightly closed compared with wild-type plants. From this scenario one may assume that starch degradation in guard cells of plants exposed to drought stress is reduced.

### *bam1* mutant showed improved drought tolerance

Assuming BAM1 to be the major β-amylase responsible for starch degradation in stomata, drought-induced inhibition of BAM1 would inhibit starch turnover and synthesis of soluble carbohydrates. Therefore, the question of whether loss of BAM1 function would affect stomatal aperture under drought stress was addressed. Col-0 and *bam1* mutant plants (Valerio *et al.*, 2011; Supplementary Figure S1; microarray data, Supplementary Table S1) were grown under control conditions for 29 d followed by 5 d of drought stress according to Prasch and Sonnewald (2013). Under control conditions the biomasses of Col-0 plants and *bam1* plants were indistinguishable (see Fig. 3A). However, drought-stressed b*am1* plants produced 25% more fresh weight, and even 38% more dry weight as compared with Col-0 plants (Fig. 3B). To score the stomata opening, the stomatal aperture, given by the width to length ratio, of both Col-0 and *bam1* plants, was measured. When subjected to drought, stomata closure can be seen for Col-0 plants (Fig. 3C). Consistent with earlier observations by Valerio *et al.* (2011), *bam1* mutants showed reduced stomata opening under control conditions as compared with Col-0 plants (Fig. 3C). Under drought stress conditions, however, stomata of *bam1* mutant plants did not respond and therefore were more opened than in Col-0 plants. The overall starch content of control or drought-stressed leaves was unaltered in *bam1* mutant plants (Fig. 4A) as compared with Col-0. However, guard cells of *bam1* knockout plants exhibited larger starch granules than Col-0 under control conditions (Fig. 4B, C). Under drought conditions, starch content remained high in stomata of *bam1* mutant plants. Thus inhibiting starch turnover in *bam1* mutant plants improves drought tolerance and biomass production.

**Fig. 3.**
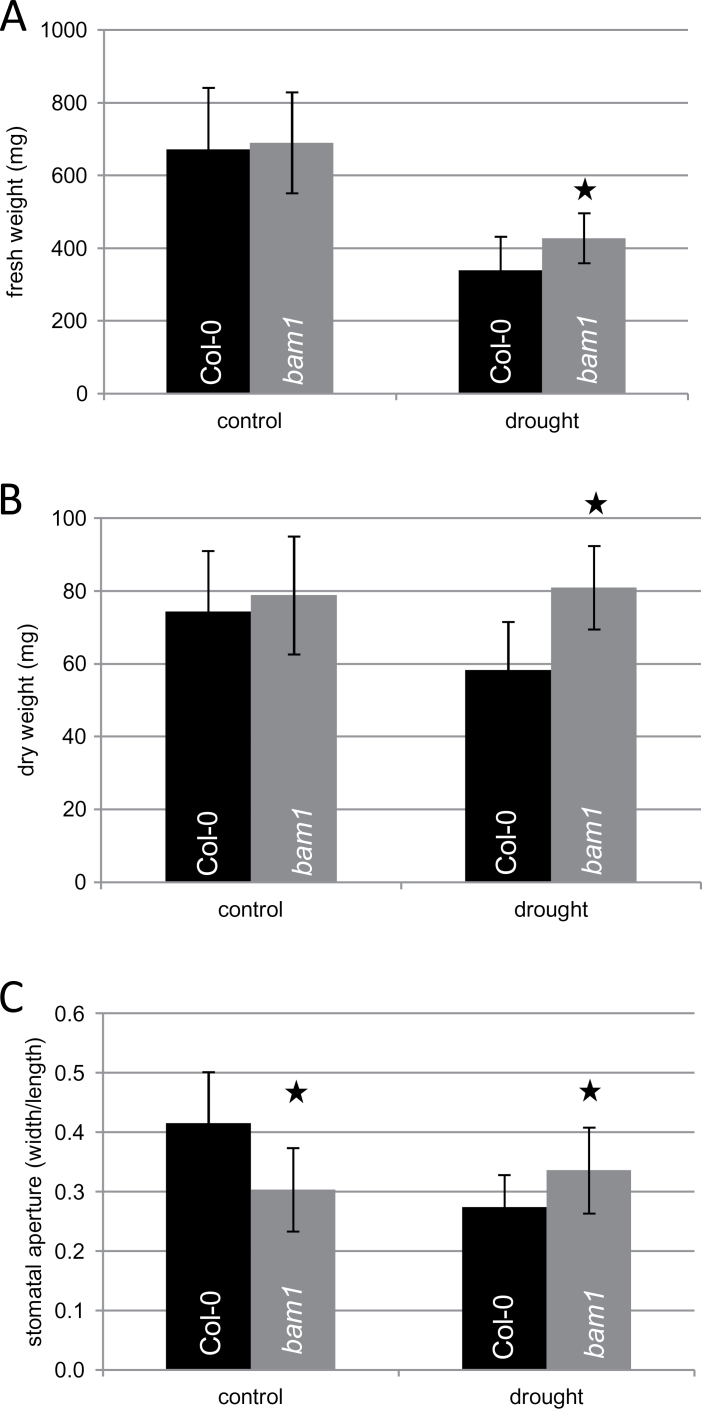
Biomass determination and stomatal aperture analysis of wild-type and *bam1* mutant plants under drought compared with control conditions. (A) Fresh weight of whole rosettes from drought-stressed (5 d of stress treatment) plants and 34-d-old control plants for each genotype. Data points represent an average of 20 plants ± SD. Statistically significant differences from Col-0 plants were determined using a two-tailed *t* test assuming a normal distribution. Statistically significant differences are indicated by asterisks (*P*, 0.05). (B) Dry weight of whole rosettes from drought-stressed (5 d of stress treatment) and 34-d-old control plants for each genotype. Data points represent an average of 20 plants ± SD. Statistically significant differences from Col-0 plants were determined using a two-tailed *t* test assuming a normal distribution. Statistically significant differences are indicated by asterisks (*P*, 0.05). (C) Stomatal aperture measurement was calculated as the ratio between width and length of the stomatal pore. Values are given as means of more than 80 stomata for each sample. (A colour version of this figure is available at *JXB* online.)

**Fig. 4.**
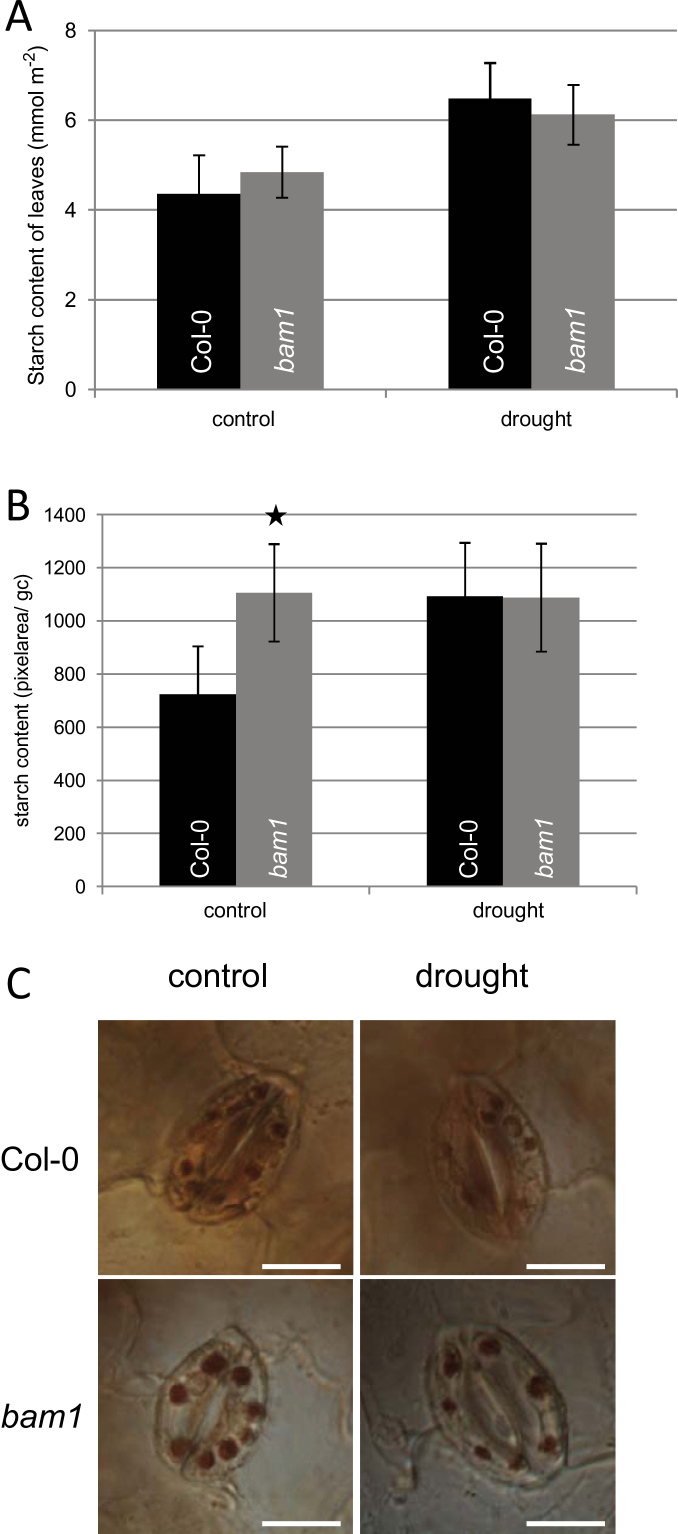
Starch content of whole leaves and guard cells from Col-0 and *bam1* mutant plants under control and drought conditions. (A) Starch content of leaves under control and drought stress conditions were measured in the indicated *Arabidopsis* genotypes. (B) Via digital image processing starch content was quantified as the total pixel area of starch accumulations visible in chloroplasts of single guard cells in Col-0 and *bam1* plants under different control and drought stress conditions. Values are means of more than 75 guard cells. Statistically significant differences from Col-0 plants were determined using a two-tailed *t* test assuming a normal distribution. Statistically significant differences are indicated by asterisks (*P*, 0.05). (C) Iodine staining allowed visualization of starch accumulation in wild-type and *bam1* guard cells under control conditions. Bars represent 10 µm. (A colour version of this figure is available at *JXB* online.)

### Down-regulation of cell wall-modifying enzymes, aquaporins, and auxin response factors in guard cells of *bam1* mutant plants under drought stress

Stimulated by the improved drought tolerance of *bam1* mutant plants stomata-specific processes were studied in more detail by transcript profiling. A comparison of stomata-specific transcripts of Col-0 under drought stress (1076 *features*) and stomata transcripts of *bam1* plants (1082 transcripts) identified 648 genes, specifically at least two-fold regulated, in guard cells of *bam1* plants under drought stress conditions (Supplementary Tables S1 and S7). Within the category of up-regulated genes, a classification according to MAPMAN showed enrichment in carbohydrates, synthesis of tetrapyrroles, and nucleotide metabolism (see Fig. 5; for detailed information about the categories see Supplementary Table S8 available at *JXB* online). Noticeable, among the transcripts of *bam1* mutants ‘not assigned’ more than 30 pentatricopeptide repeat (PPR) family proteins appeared (Supplementary Table S7). The *Arabidopsis* genome contains more than 450 PPRs, but most of them are still uncharacterized (Schmitz-Linneweber and Small, 2008; Laluk *et al.*, 2011).

**Fig. 5.**
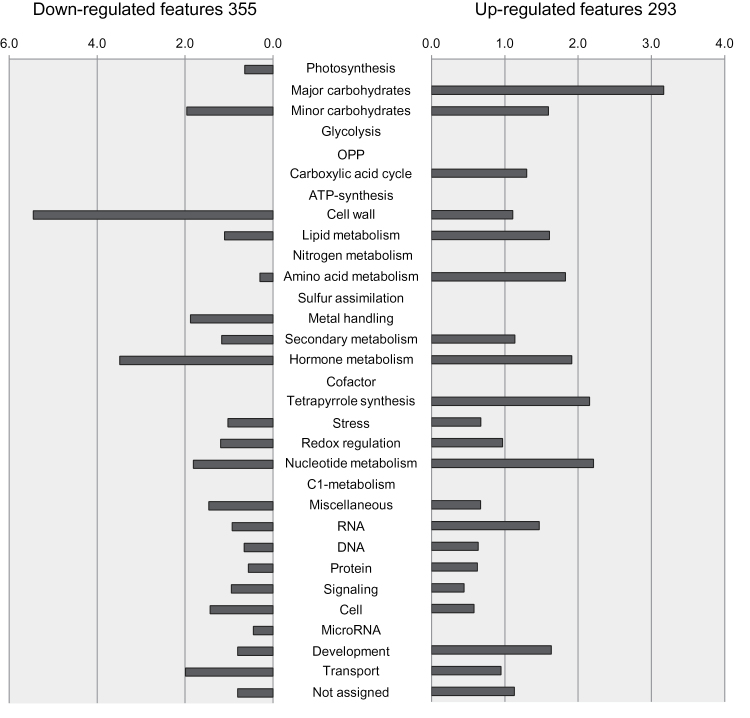
Functional assignment of up- and down-regulated stomata-specific *features* of *bam1* plants exposed to drought stress. Microarray analysis of stomata-specific transcripts identified 648 differentially regulated genes in *bam1* plants, which cannot be found in stomata of Col-0. Up- and down-regulated transcripts were separated and grouped according to a classification of *features* based on bins provided by MAPMAN. Bars illustrate the percentage of significantly regulated *features* from a specific functional group relative to the percentage of *features* from that specific group to the entire chip. (A colour version of this figure is available at *JXB* online.)

Among the down-regulated genes, members of the category ‘cell wall’ were found to be overrepresented (Supplementary Table S7). In this category genes encoding arabinogalactan proteins, expansins, and Xyloglucan:xyloglucosyl transferases were enriched and approximately three-fold down-regulated. Arabinan has an essential function in guard cell movement (Jones *et al.*, 2003; Seifert and Roberts, 2007), and xyloglucans have been reported to influence the strength and elongation of cell walls (Goujon *et al.*, 2003; Vissenberg *et al.*, 2005). This implies that guard cells from *bam1* mutants are characterized by a more rigid cell wall. This hypothesis is supported by the down-regulation of several auxin-dependent transcripts (Supplementary Table S7). Assuming that the cell wall modifications would limit water uptake, a reduced expression of aquaporins would be expected. As shown in Supplementary Table S7, several aquaporins are indeed more than two-fold down-regulated in guard cells of water stressed *bam1* plants.

In summary, data on stomata-specific drought-stressed *bam1* plants identified genes related to starch–sugar balance, cell wall modification, and water transport. These alterations are likely to affect guard cell osmotic/turgor pressure, water movement, and cell wall extension driving the guard cell hydraulics towards stomatal closure.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. Molecular analysis of the *bam1 Arabidopsis* T-DNA insertion mutant.

Figure S2. Expression of ion- and water channels in stomata of Col-0 plants under drought stress conditions.

Table S1. Gene expression of leaves and guard cells of drought-stressed Col-0 and *bam1* plants.

Table S2. Functional categorization of transcripts of drought-stressed Col-0 plants.

Table S3. Gene expression of hormone-associated transcripts in drought-stressed Col-0 plants.

Table S4. Gene expression of leaves and guard cells of SNRK2-regulated genes in drought-stressed Col-0 plants.

Table S5. Gene expression of transcripts associated with central metabolism/sugar/starch metabolism of leaves and guard cells in drought-stressed Col-0 and *bam1* plants.

Table S6. Raw data and differentially expressed genes of β-amylases in guard cells under drought in Col-0 and *bam1* plants.

Table S7. 648 *bam1* specific guard cell transcripts of drought-stressed *bam1* plants.

Table S8. Functional categorization of transcripts of drought-stressed *bam1* mutant plants.

Supplementary Data

## Abbreviations:

ABA: abscisic acid
ABI1: ABA Insensitive 1
APL3: ADP-glucose pyrophosphorylase3
BAM: β-amylase
BG1: β-glucosidase1
cw-Inv: cell-wall bound invertase
GORK: gated outwardly-rectifying K+ channel
GPT2: glucose-6-phosphate/phosphate translocator2
HXK2: hexokinase2
OPP: oxidative pentose phosphate pathway
SBE2: starch branching enzyme2
SLAC1: slow anion channel-associated 1
SnRK2: sucrose non-fermenting 1-related subfamily 2 protein kinase
SUC2: sucrose-proton symporter2
SUT2: sucrose transporter2
WUE: water use efficiency.

# Supplementary material for: ß-amylase1 mutant Arabidopsis plants show improved drought tolerance due to reduced starch breakdown in guard cells
**Source:** J Exp Bot. 2015 Jul 2;66(19):6059–67. doi: 10.1093/jxb/erv323
**Supplement:** Supplementary Data

ß-amylase1 mutant Arabidopsis plants show improved drought tolerance due to reduced starch breakdown in guard cells — ß-amylase1 mutant Arabidopsis plants show improved drought tolerance due to reduced starch breakdown in guard cells — Supplementary Data 

# ß-amylase1 mutant *Arabidopsis* plants show improved drought tolerance due to reduced starch breakdown in guard cells

## Supplementary Data

Data files

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

# Supplementary material for: ß-amylase1 mutant Arabidopsis plants show improved drought tolerance due to reduced starch breakdown in guard cells
**Source:** J Exp Bot. 2015 Jul 2;66(19):6059–67. doi: 10.1093/jxb/erv323
**Supplement:** Supplementary Data

**$\beta$ -amylase1 mutant Arabidopsis plants show improved drought tolerance due to reduced starch breakdown in guard cells**

Christian Maximilian Prasch, Kirsten Verena Ott, Hubert Bauer, Peter Ache, Rainer Hedrich, and Uwe Sonnewald

*Supplemental Files*

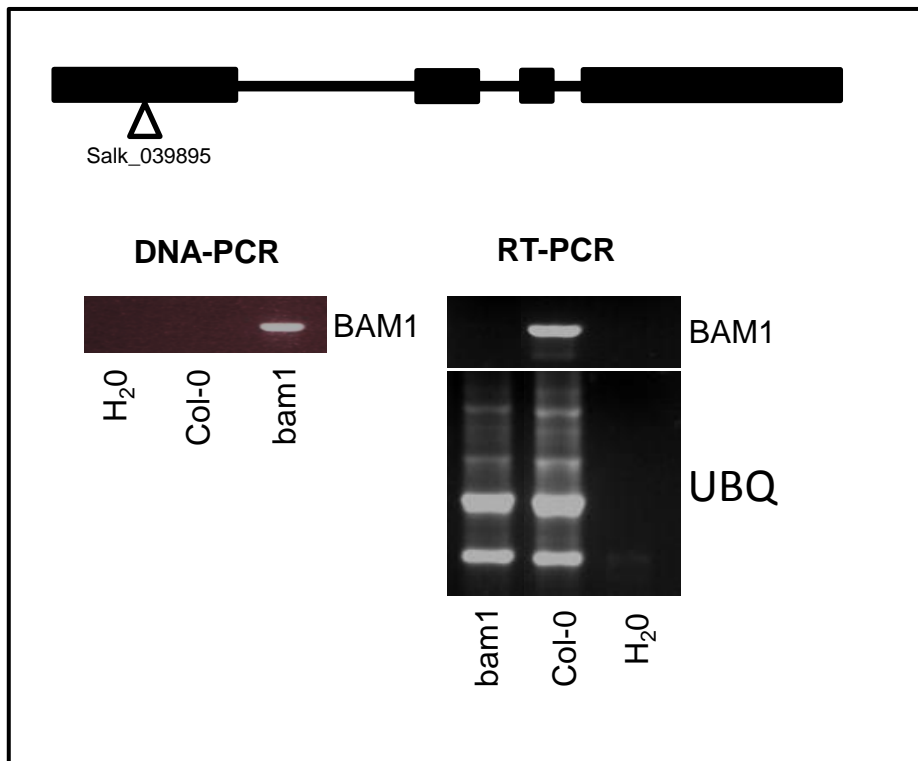

**Supplementary figure S1: Molecular analysis of the *bam1* Arabidopsis T-DNA insertion mutant.** PCR on genomic DNA revealed an insertion in the *BAM1* locus not detectable in Col-0 plants (Primer: LB1.3 ATTTTGCCGATTTCGGAAC, RP, CGCTTAATTTATCGCATCAGC) Expression of *BAM1* transcript was shown by RT-PCR with gene-specific primer sets. Ubiquitin (*UBQ*) served as an internal control.

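The genomic PCR pairs a primer at the left border of the T-DNA with a primer in the plant sequence beside the insertion, so a product forms only where the T-DNA lies in BAM1. The RT-PCR starts from RNA instead and shows whether a BAM1 transcript can be amplified, with ubiquitin amplified from the same cDNA as a control for its quality. Both read the presence of a product and not its amount.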

| Gene  | d (Col-0) |                      |           |       |
|-------|-----------|----------------------|-----------|-------|
| AHA1  | -0.38     | Ca-channel           | ATTPC1    | n.d.  |
| AHA2  | -0.4      |                      | ATCLC-A   | -0.42 |
| AHA3  | 0.17      | S-type anion channel | CLC-B     | -0.43 |
| AHA4  | 0.66      |                      | CLC-E     | -0.48 |
| AHA5  | -0.55     |                      | CLC-D     | 0.42  |
| AHA6  | n.d.      |                      | AT5G33280 | n.d.  |
| AHA7  | n.d.      |                      | CLC-C     | -0.2  |
| AHA8  | -0.01     |                      | CLC-F     | -0.1  |
| AHA9  | -1.08     | K-channel            | GORK      | -0.03 |
| AHA10 | n.d.      |                      |           |       |
| AHA11 | -0.36     |                      |           |       |
| AHA12 | n.d.      |                      |           |       |
| KAT1  | -0.7      |                      |           |       |
| KAT2  | -0.84     |                      |           |       |
| AKT1  | 0.47      |                      |           |       |

**Supplementary figure S2: Expression of Ion- and water channels in Stomata of Col-0 plants under drought stress conditions.** Microarray-analysis of stomata-specific RNA of drought-stressed Col-0 plants have been performed. Transcriptional changes of ion- and water channels associated with stomata opening and closure are visualized. Genes corresponding to stomata processes are according to Daszkowska-Golec and Szarejko, 2013. Log<sub>2</sub>values of the fold change compared to control plants. The colors saturate at 1.3-fold change. Red represents an increase and blue represents a decrease in transcript levels. Drought (d), control (con), n.d., not determined.

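Each cell of this display is the log2 ratio of the signal of a channel, pump or transporter transcript in drought-stressed guard cells to its signal in guard cells of control plants. Because the colours reach full strength at a small change, the size of a change is read from the printed value and not from the depth of the colour. Transcripts and not ion fluxes or channel activities were measured.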

How the deposited data were processed for this re-analysis (not part of the article)

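The files analysed here hold guard cell transcripts of Col-0 and bam1 plants under control conditions and under heat, 8 arrays in 4 groups of 2. The paper's conclusions rest on drought arrays, which were not analysed here. The paper's raw means of guard cells of control plants in the part of Table S1 used here were set against the control arrays, probe by probe. For Col-0, the Pearson correlation in log2 over 1234 probes was 0.941 between the paper's mean and the mean of both arrays, and 0.973 between the arrays themselves. For bam1, the corresponding values over 1228 probes were 0.937 and 0.963. The control arrays were therefore not treated as those of the drought experiment, and no passage was placed at a drought result.

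The authors hybridized Cy3-labelled RNA, scanned the slides and deposited the feature extraction output, in which each spot has an intensity after background subtraction and detrending, a median intensity and a local background intensity. The software version in the files is 11.5.1.1. The authors also deposited a table of log2 values for the same arrays. Set against the scanner files, 99.7% of its values lay within 0.05 of the log2 intensity minus the 75th percentile of its array, centred on each probe's median, while 44.9% lay within 0.05 of quantile-normalized values treated in the same way.

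Control spots and spots with outlier marks were left out, spots of 1 probe were averaged, and saturated spots were kept (3 on 1 array). Of 43603 probes, 34330 were assigned a locus through the RefSeq accession in the files, and 210 more through the paper's tables, together 25513 loci. Log2 intensities were quantile-normalized and fitted with limma 3.58.1 in R 4.3.3 as 4 group means over all 8 arrays, which leaves 4 residual degrees of freedom. The 5 comparisons were heat against control in each genotype, bam1 against Col-0 in each condition, and the difference of the heat responses. P-values were adjusted by Benjamini-Hochberg over the 29617 probes tested. The limma step was tested on simulated data for heat against control in Col-0. Of 200 changed probes among 29455, 66% were recovered, and of those changed 4-fold or more 73.9% were, with 4 calls among unchanged probes. Far fewer probes were changed than the 6389 called in the data, and the simulated noise was independent between arrays. The rates in the data, where deviations are shared within a slide, were therefore not measured.

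Gene sets were tested with limma's camera at a preset correlation of 0.01 between genes, beside fry and camera with an estimated correlation. Every probe of a gene entered its set, so at that preset camera treated probes of the same gene as nearly independent. The 21 sets of at least 5 probes were gene families named in the paper's text and heat shock proteins, marker lists of guard cells, mesophyll, vasculature and epidermis, and the lists of Tables S3 (guard cells), S4, S5 and S7, 105 tests over the 5 comparisons. Families were matched in the gene symbols and synonyms of the reference table, since the files used here carry no gene descriptions. The genes named in the text are those the paper names, summarised where they were not called, and for each comparison up to 5 called features with the largest fitted change that went the same way in both replicate pairs. For a gene with several probes, the probe with the highest mean signal was used. Where a probe was not well above background on every array of a group, a change is given as at least N-fold. It sets the mean of the brighter group against the dimmer group's mean of, per array, the higher of the probe's own value and the lowest value of any probe well above background. This bounds the change between group means and not the change within a replicate.

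The replicate number marks the slide in the files. Deviations from the group means of arrays with the same number correlated with each other in all 6 pairs of groups, with r from 0.28 to 0.63, so the numbers were taken to pair the arrays through the slide. Alternatives set before the data were examined were normalization to the 75th percentile, normexp background correction with an offset of 50, the authors' log2 table, no filter on dim probes, a filter on all 8 arrays, the replicate block, only the groups of a comparison, limma's trend and robust options, array weights, 1 probe per gene, no fold limit, unadjusted P, the methods' t-test, and leaving out each array in turn. Normexp used the median intensity of each spot because the files used here hold no mean intensity.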

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

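The tests of BAM1 and of the heat shock signals against the array labels, the correlation of the heat response within each slide, the single-array and normalization tests of AT3G59170, the normalization tests of the guard cell, vascular and Table S7 sets and the test for a lower share of guard cells were chosen after the results they concern had been seen.

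The paper does not report the heat arrays. By limma, heat changed 6389 features in Col-0 (3365 higher, 3024 lower) and 6626 in bam1 (3244 higher, 3382 lower), of which 5121 were called in both genotypes, all in the same direction. A mislabelled array is argued against by the heat shock protein set, whose median lay above every control array on 4 of 4 heat arrays. BAM1 also separated the genotypes, with 0 arrays in the range of the other genotype. Each slide holds 1 array of every group, so a shift shared by the arrays of a slide cancels in the heat response within that slide. That response correlated between slide 1 and slide 2 across 29617 features (r of 0.876 in Col-0 and 0.839 in bam1). The heat response therefore does not rest on 1 slide, but this correlation cannot tell whether the slides differ. Deviations shared by the arrays of a slide were present, with r from 0.28 to 0.63 between groups. The normalization is argued against by the 75th percentile, with 6537 features called in Col-0. A different share of mesophyll or vascular RNA in the heat peels cannot be told apart from a heat response of the marker genes. The median of the mesophyll markers in Col-0 was -0.08 in log2, with 40% of the 60 probes higher, but it was -0.70 with the 75th percentile. The list has 62 tested probes of 10 loci, and 2 of these probes lack a value on an array and are not in the set test. All 62 were well above background on all 8 arrays, and the brightest, CAB1, stood at 18.04 in Col-0 control and 17.58 in Col-0 heat. The heat treatment itself is the biological explanation that the design names, and the share of cell types stays open beside it.

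Without stress, limma called 1 feature between bam1 and Col-0, AT3G59170, which was also the 1 feature called for the difference of the heat responses, at -4.33 in log2. Its probe was well above background on both bam1 control arrays and on no other array, so it is at least 3.87-fold higher in bam1 control than in Col-0 control and at least 4.21-fold higher than in bam1 heat. A single array is argued against, since 2 of 2 bam1 control arrays lay above the other 6. The normalization stays open and may account for the call, since with the 75th percentile the adjusted P for the difference of the heat responses was 1, and over the limma settings it ranged from 0.00783 to 1. Quantile normalization brings the values on the 6 arrays without signal to between 1.98 and 2.16, so that their spread is small. With the 75th percentile these 6 arrays lay between -8.51 and -7.26 in log2, and the bam1 control arrays at -3.63 and -3.58. The bam1 control arrays thus stayed apart, and it is the call that depends on the normalization. Chance among the many features tested also stays open, since the adjusted P was above 0.05 in 8 of 8 fits of the difference of the heat responses that left out 1 array, which also have fewer degrees of freedom. The fitted difference between the genotypes under control conditions was 4.25 to 4.44 in log2 without 1 control array. Its call was lost with the 75th percentile, normexp, the authors' log2 table and only the groups of the comparison. The call was also lost with trend and robust and with the methods' t-test after Benjamini-Hochberg, and the filter on all 8 arrays leaves the probe out. A difference between the genotypes was not excluded.

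The heat responses of bam1 and Col-0 differed for 4 gene sets by camera, and for none of them by fry or with an estimated correlation. The Table S4 genes lower in the SnRK2 mutant (median 0.114, camera adjusted P = 0.0578) also passed with the replicate block (0.0444) and with the 75th percentile (0.00444), and the mesophyll markers (-0.141, 0.0701) with the 75th percentile (0.016) but not with the block (0.14). The 12 guard cell marker probes had a median difference of 0.467 in log2 (camera adjusted P = 0.000368, fry 0.189), with 100% of them positive. All 12 were lower in bam1 than in Col-0 under control conditions, with a median of -0.59 (camera adjusted P = 4.3e-09, fry 0.0468). A single array as the whole cause is argued against by the lowest median without 1 array, 0.227, and the normalization by a median relative to all features of 0.506 with the 75th percentile. A lower share of guard cells in the bam1 control peels cannot be told apart from lower expression of these genes. The vascular markers had a median of -0.16 in that comparison, the mesophyll markers 0.00 (of opposite sign in median and mean) and the epidermis markers 0.11, and none of these passed the threshold. The list's camera adjusted P for the heat responses stayed between 1.2e-05 and 0.0312 without 1 array. The guard cell list holds 9 loci, of which the paper names 3, and all 12 probes were well above background on all 8 arrays. TGG1, its brightest, stood at 16.11 in Col-0 control and 15.74 in bam1 control. The vascular list has 11 of 11 probes well above background on all 8 arrays, with HA3 at 14.91 in Col-0 control, and the paper names 2 of its genes. The epidermis list, of 4 loci, has 11 of 12, with LP1 at 15.46, and no gene is on more than 1 list.

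The heat shock proteins had a median difference of 0.113 and a mean of 0.531 (camera adjusted P = 0.000119, fry 0.437). Its members go both ways, with 56.2% of 64 probes positive, so its median decides neither for nor against a technical explanation. A single array and the normalization cannot be told apart from a difference between the genotypes. Without bam1 heat replicate 1 the median was -0.046 and the call was lost (camera adjusted P = 0.0989, with a range from 6.01e-09 to 0.0989 over the fits without 1 array). With the 75th percentile the median relative to all features was 0.075, against 0.144 with quantile normalization, and the call was kept (camera adjusted P = 0.00192). The features lower in Table S7 had a median of -0.219 (camera adjusted P = 0.00549, fry 0.48), which was -0.05 without Col-0 control replicate 1 (camera adjusted P = 0.572, with a range from 3.23e-06 to 0.572 over these fits) and -0.178 relative to all features with the 75th percentile, so a single array may account for it. The vascular markers had a median of 0.358 (camera adjusted P = 0.0421, fry 0.671), which stayed at 0.127 or above without any single array and was 0.259 relative to all features with the 75th percentile. Its adjusted P rose to 0.873 without Col-0 control replicate 2, to 0.2 without bam1 heat replicate 2, to 0.157 without bam1 control replicate 1 and to 0.0915 without Col-0 heat replicate 1, with a range from 0.000575 to 0.873 over these fits. It was 0.0842 with the 75th percentile and 0.0679 with the replicate block, so the call depends on these arrays and settings.

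Among the 4 bam1 arrays, BAM1 on bam1 heat replicate 2 stood apart, at 7.68 against 6.81 to 6.87. Chance sets apart an array in about 1 in 20 groups of 4. The spread between both bam1 heat arrays cannot be told apart from a change of BAM1: 0.863% of the 2898 probes of similar brightness were higher on that array by at least the 0.85 seen for BAM1, but 9.77% differed by as much in either direction, a count made after the former value was seen. A small share of Col-0 RNA in that sample and residual BAM1 expression under heat were not tested. In Col-0 the change of BAM1 from control to heat also differed between the replicates, at -0.10 in replicate 1 and 1.04 in replicate 2.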

How the results depend on the processing

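The contrast of genotypes over both conditions and the permutation of BAM1 within slide pairs were added after the planned results had been seen; the other settings were planned.

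The counts for heat kept within 1.5 times, except with normexp (3672 in Col-0, 3797 in bam1), with no fold limit (10514, 10893) and with the methods' t-test after Benjamini-Hochberg (3400, 3152). The methods' t-test at its own threshold called 4897 and 4941, and the replicate block 6878 and 7105. Leaving out 1 array gave 4807 to 6412 in Col-0 and 5601 to 6747 in bam1. The share of higher calls in Col-0 was 52.7%, and 47.9% with the 75th percentile.

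For bam1 against Col-0 under control conditions, the count of 1 by limma (1186 at an unadjusted P below 0.05) became 0 with the 75th percentile, the authors' log2 table, only the groups of the comparison and the methods' t-test after Benjamini-Hochberg, 2 with normexp (BAM1 and A_84_P848499), 64 with the methods' t-test and 368 at an unadjusted P with more than 2-fold. It was 1 to 29 without 1 array, with 29 without either bam1 heat replicate. In the paired fit, with the replicate block, it was 3: AT3G59170, A_84_P831256 and A_84_P836925, the last of which was well above background on all 4 bam1 arrays and on no Col-0 array. These probes have no locus here and were named after their values were seen. The block changed no other call among the counts or limma's BAM1 values planned for these comparisons; among the gene sets it called 30, of which 29 were among the 34. It added the Table S4 genes lower in the SnRK2 mutant for the difference of the heat responses (adjusted P = 0.0444) and lost the vascular markers there (0.0679), the Table S4 genes higher in that mutant between the genotypes under control conditions (0.0617), and aquaporins (0.0881), expansins (0.0668) and mesophyll markers (0.0598) between them under heat.

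Under heat, the count of 0 by limma (968 at an unadjusted P below 0.05) became 10 with normexp, 1 with the filter on all 8 arrays (BAM1), 2 with limma's trend and robust options (BAM1 and AT2G29500), 80 with the methods' t-test, which gave 0 after Benjamini-Hochberg, and 296 at an unadjusted P with more than 2-fold. It was 0 to 7 without 1 array, with 7 without bam1 heat replicate 2. For the difference of the heat responses, the count of 1 became 0 with the 75th percentile, normexp, the authors' log2 table, no filter on dim probes, the filter on all 8 arrays, and trend and robust, and 398 at an unadjusted P with more than 2-fold. Without 1 array it was 0 to 1, where the 1, without bam1 heat replicate 2, was AT4G22820.

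BAM1 was lower in bam1 in every setting. It passed the threshold under control conditions with normexp (-3.74), with the filter on all 8 arrays, with trend and robust, at an unadjusted P and with the methods' t-test (-4.66 in each), and under heat with normexp (-3.94) and those other settings (-4.72 in each). Without 1 array, the differences ranged from -4.98 to -4.35 and from -5.15 to -4.30, and they passed under control conditions without either bam1 heat replicate (limma adjusted P = 0.0183) and under heat without bam1 heat replicate 2 (limma adjusted P = 0.0482). The filter on all 8 arrays tests fewer probes, but that was not the only change. The unadjusted limma P of BAM1 also fell, from 5.96e-06 to 1.65e-06 under control conditions and from 5.49e-06 to 1.51e-06 under heat. Its standard error went from 0.3505 to 0.3345. The cause was not tested for the other settings. The difference of 4 arrays against 4 was -4.90 to -4.53 without 1 array; the exact P is fixed at its smallest value wherever the genotypes do not overlap and says nothing about stability. With the replicate block, swapping genotypes within the 4 slide pairs, it was -4.69 with P = 0.125 (exact permutation), the smallest that 4 pairs allow. From control to heat in Col-0, BAM1 changed by 0.16 to 0.79 without 1 array and passed in no setting.

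The correlation of the heat responses, 0.917, was 0.818 with no filter on dim probes, 0.939 with the filter on all 8 arrays and 0.864 to 0.910 without 1 array. Of 105 set tests, 34 passed by camera, 20 by fry (17 of the 34), 0 with an estimated correlation and 30 to 38 without 1 array. Over both conditions, the count of 2 became 1 with the 75th percentile, 4 with the replicate block and 0 to 79 without 1 array, with 79 without bam1 heat replicate 2, 5 without Col-0 control replicate 2 and 0 without each of the others. For the 29 features named from the heat and genotype calls, 788 values under the other settings kept their direction and call, 90 kept their direction and lost the call (among them 18 with normexp, 38 without 1 array and 24 with the methods' t-test), and 0 changed direction. Except where stated, the cause of a change was not tested. Fits without 1 array assume that the lone array of a group varies like the others. Probes near background give bounds in place of folds, since 61.2% to 70.8% of probes were well above background.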

Differences from the paper's values

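The ratio of the signals was computed after the signals had been seen, and no test reported here was chosen so. The methods text of the paper gives raw signals of BAM1 in guard cells, from other arrays than those analysed here. It does not name the watering condition there and points to Table S1, of which only a part was used here. For Col-0 the paper's reported value is 9303, and the mean background-corrected signal of the 2 Col-0 control arrays was 2811. For bam1 the paper's reported value is 297, and the mean of the 2 bam1 control arrays was 92.3. Of the alternatives set before the data were examined, leaving out 1 array changes these raw signals, and none brings them within the paper's values: the Col-0 signal was 2090 or 3531 and the bam1 signal 76.2 or 108. Raw signals depend on the scan of each slide. The ratio of Col-0 to bam1 is 31.3 from the paper's values and was 30.4 from the means here, 32.6 on the arrays of replicate 1 and 27.4 on those of replicate 2.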

Other observations

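The comparison of genotypes over both conditions with its splits, and the tests of BAM1 in Col-0 under heat, were chosen after the results were seen.

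The heat responses of Col-0 and bam1 correlated across 29617 features with Pearson's r of 0.917 and Spearman's rho of 0.894, and 86.7% of features had the same sign. Features are not independent replicates. The sizes of changes against control arrays without signal are bounds and do not rank features. The called features with the largest fitted changes in Col-0 were AT1G53540 (at least 403-fold higher under heat), AT1G72660 (at least 278-fold), HSP23.6-MITO (at least 218-fold), AT5G47600 (at least 116-fold) and AT5G35660 (at least 80.1-fold). In bam1 they were AT1G53540 (at least 4360-fold), ATHSP22.0 (at least 968-fold), HSP23.6-MITO (at least 925-fold), HSP21 (at least 596-fold) and HSP17.4 (at least 464-fold). All of them were well above background on both heat arrays and on neither control array of that genotype.

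Of the 80 genes the paper names, 78 were tested. In Col-0 under heat 6 were called higher and 9 lower, and 15 when adjusted over the list alone. In bam1 6 were called higher and 10 lower, and 15 when adjusted over the list alone. Between the genotypes limma called 0 of them in either condition and 0 for the difference of the heat responses, against 1, 1 and 0 when adjusted over the list alone, the 1 being BAM1. Over all features, 1186, 968 and 814 had an unadjusted P below 0.05 in these comparisons. The paper reports that BAM1 and BAM5 fell under drought in guard cells. Under heat, BAM5 was at least 5.46-fold higher in Col-0 by the group means, where 1 of 2 control arrays measured it. Within replicate 1, where both arrays measured it, BAM5 rose by 1.64 in log2, which is less than that bound. In bam1 BAM5 changed by 2.19 in log2 (standard error 0.47, limma adjusted P = 0.0126). GPT 2 was at least 3.09-fold higher in Col-0 and at least 7.22-fold higher in bam1, but another probe of the gene went the opposite way in Col-0. SBE I changed by 2.29 and 2.04, GPT 1 by -2.20 and -1.73 and SUC2 by -1.34 and -1.28. The cell-wall invertase transcript cwINV1 was at least 6.1-fold lower in Col-0 and at least 6.73-fold lower in bam1. By the group means, cwINV3 was at least 3.81-fold and 3.9-fold lower. For both transcripts, 1 of 2 heat arrays of each genotype measured them. In Col-0, cwINV3 changed by -1.44 in log2 in replicate 1 and by -2.83 in replicate 2. KAT1 changed by -1.58 in Col-0 and by -0.91 in bam1, which is under 2-fold, and the difference of its heat responses was not called (0.67, standard error 0.31, limma adjusted P = 1).

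Whether BAM1 falls in Col-0 guard cells under heat, as the paper reports under drought, was tested as a hypothesis. The number of heat arrays with BAM1 below both control arrays was 0 of 2, but the change of 0.47 in log2 has a standard error of 0.35, so a small fall cannot be told apart from no change. A fall as large as the paper's 8-fold under drought is argued against by that change of 0.47, which was positive in every setting, from 0.16 to 0.79 without 1 array. The slides differed in sign, with a change of -0.10 on slide 1 and 1.04 on slide 2, but neither is near an 8-fold fall.

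The 648 features that the paper lists in Table S7 as changed by drought in bam1 alone were examined under heat, where 544 of them were tested. Across these features, the paper's drought log2 fold change in bam1 correlated with the heat response of Col-0 with r of 0.573 and with that of bam1 with r of 0.607. Of those called, 233 of 264 in Col-0 and 262 of 294 in bam1 changed in the paper's direction. With the difference of the heat responses r was 0.221, and with the difference of genotypes under control conditions -0.29. The higher features had a median of 1.17 in Col-0 and 1.11 in bam1, and the lower features -0.84 and -1.14. Whether these features shift in any stress, whatever the genotype, cannot be told apart from a part that differs by genotype, since camera gave an adjusted P of 0.673 for the difference of the heat responses of the higher features and 0.00549 for the lower ones, where fry gave 0.48. The aquaporins among the lower features had a median of 0.41 in Col-0 and 0.12 in bam1, the cell wall genes -0.94 and -1.68, and the auxin genes -0.81 and -0.88.

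Of the 34 set tests that passed by camera, 19 concerned heat (16 also by fry), 11 the genotypes (1 also by fry, the guard cell markers under control conditions) and 4 the difference of the heat responses (0 by fry). Median log2 changes under heat in Col-0 and bam1 were 1.24 and 1.20 for heat shock proteins and 1.02 and 0.68 for pentatricopeptide repeat proteins. The latter set holds only the 14 probes matched by symbol or synonym, a small part of the family the paper describes. For the Table S4 genes higher in the SnRK2 mutant the medians were -1.13 and -1.03, and for those lower in it 0.75 and 1.02. All of these sets passed by camera and by fry. Expansins (-0.92, -0.65) and guard cell markers (-1.03, -0.68) passed by camera in Col-0, where the difference of the heat responses passed for the latter and not for expansins (adjusted P = 0.092), and arabinogalactan proteins (-0.63, -0.69) in both genotypes but not by fry. The Table S3 guard cell genes gave -0.78 and -0.82 for the lower list, which passed in Col-0 (adjusted P = 0.0421, and 0.0504 with the 75th percentile), and 0.41 and 0.67 for the higher list, which did not. Aquaporins (0.37, 0.30), xyloglucan endotransglucosylases (-0.45, -0.34), auxin-responsive genes (-0.22, -0.27), Table S5 starch genes (-0.23, -0.35), and the markers of mesophyll (-0.08, -0.09), vasculature (-0.34, 0.02, the latter -0.11 with the 75th percentile) and epidermis (-0.32, -0.29) did not pass by camera in either genotype. With the 75th percentile the mesophyll markers passed by camera in both, with medians of -0.70 (adjusted P = 4.96e-06) and -0.71 (adjusted P = 4.62e-07). With quantile normalization their camera adjusted P was 0.201 and 0.101. The mesophyll probes read only 10 loci, and camera took probes of the same gene as nearly independent, so these P-values may be too small. The vascular median in Col-0 was -0.74 with the 75th percentile. Heat shock proteins were higher in bam1 than in Col-0 under heat, with a median of 0.231 (camera adjusted P = 3.23e-12, fry 0.105). The other sets that passed by camera under heat were xyloglucan endotransglucosylases (0.09), aquaporins (0.09), expansins (0.17) and mesophyll markers (-0.09). Under control conditions, besides the guard cell markers, they were arabinogalactan proteins (0.23), the Table S4 genes higher (0.25) and lower (-0.17) in the SnRK2 mutant, the lower features of Table S7 (0.26, camera adjusted P = 2.39e-06, fry 0.231) and the cell wall genes among these (0.43, camera adjusted P = 0.0066, fry 0.48). Under heat the lower features of Table S7 did not differ by camera between the genotypes (median 0.02, mean -0.01, adjusted P = 0.392), so the difference of their heat responses goes with the difference under control conditions.

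Over both conditions, 4 bam1 arrays against 4 Col-0 arrays, limma called 2 features, BAM1 (-4.69, standard error 0.25, adjusted P = 0.00938, lower on 4 of 4 bam1 arrays than on every Col-0 array) and AT3G59170. Of 18 splits of the arrays that keep 2 control and 2 heat arrays on each side, 2 gave as many calls, the real one included. A share under 0.05 is out of reach with 18 splits whatever the data, so this count does not decide whether chance can be excluded. The other split follows the replicate number, which is the slide, and gave 512 called features, more than the genotypes. With the replicate block 4 features were called: BAM1, AT3G59170, A_84_P831256 and A_84_P836925. The real split parts all 4 pairs of Col-0 and bam1 arrays that share a slide and a condition. Of the 8 splits that do so, the others gave 0 or 1 calls.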
